# RNA Sequencing of Formalin-Fixed, Paraffin-Embedded Specimens for Gene Expression Quantification and Data Mining

**DOI:** 10.1155/2016/9837310

**Published:** 2016-09-28

**Authors:** Yan Guo, Jie Wu, Shilin Zhao, Fei Ye, Yinghao Su, Travis Clark, Quanhu Sheng, Brian Lehmann, Xiao-ou Shu, Qiuyin Cai

## Abstract

*Background*. Proper rRNA depletion is crucial for the successful utilization of FFPE specimens when studying gene expression. We performed a study to evaluate two major rRNA depletion methods: Ribo-Zero and RNase H. RNAs extracted from 4 samples were treated with the two rRNA depletion methods in duplicate and sequenced (*N* = 16). We evaluated their reducibility, ability to detect RNA, and ability to molecularly subtype these triple negative breast cancer specimens.* Results*. Both rRNA depletion methods produced consistent data between the technical replicates. We found that the RNase H method produced higher quality RNAseq data as compared to the Ribo-Zero method. In addition, we evaluated the RNAseq data generated from the FFPE tissue samples for noncoding RNA, including lncRNA, enhancer/super enhancer RNA, and single nucleotide variation (SNV). We found that the RNase H is more suitable for detecting high-quality, noncoding RNAs as compared to the Ribo-Zero and provided more consistent molecular subtype identification between replicates. Unfortunately, neither method produced reliable SNV data.* Conclusions*. In conclusion, for FFPE specimens, the RNase H rRNA depletion method performed better than the Ribo-Zero. Neither method generates data sufficient for SNV detection.

## 1. Background

Formalin-fixed paraffin-embedded (FFPE) tissue is the most common method of tissue preparation used in clinics. FFPE preservation was developed to maintain morphology without any special considerations of preserving nucleic acids. Therefore, the difficulty of evaluating gene expression levels in FFPE samples remains one of the biggest disadvantages of FFPE preservation because the process of fixing the tissue samples and embedding them in paraffin often leads to RNA degradation and chemical modification. Furthermore, a nucleic acid can be cross-linked with a protein during the formalin fixation process, and most of the RNA isolated from FFPE tissues is highly degraded and reduced to a much lower yield than that of RNA isolated from the same amount of fresh tissues. To that end, RNA isolated from recently embedded tissues will be of better quality than RNA isolated from older embedded tissues. As a result, when amplifying RNA with oligo-dT primers, there is an overrepresentation of 3′ data due to the fragmented nature of RNA isolated from FFPE tissues.

Given the aforementioned reasons, gene expression analysis based on FFPE samples has been historically challenging. The most critical step in a FFPE sample based study is tissue preparation, as it ensures the integrity of the yield and data quality. It has been greatly emphasized that improper FFPE tissue preparation can diminish the quality of the nucleic acids from the tissue, limiting their use for gene expression profiling [1]. Yet, FFPE samples are often sought after due to their in-depth retrospective records. The success of a FFPE sample based study often depends on several steps: RNA isolation, reverse transcription, qPCR primer design, and preamplification. With carefully designed preparation protocols, FFPE samples have been proven to be an invaluable source for gene expression studies. The potential applications of FFPE samples in biomedical research are substantial.

The vast majority of cellular RNA (>80%) is composed of noninformative ribosomal RNAs (rRNAs, 28 S, 5.8 S, and 18 S rRNAs) that require removal prior to cDNA synthesis for a RNA-seq library. For high-quality RNA samples, polyadenylated RNA is enriched from intact RNA using oligo-dT primers. Since the rRNA does not have a poly-A tail, it is removed prior to cDNA synthesis along with other informative, non-polyA RNA species. RNA samples isolated from FFPE tissues have two features that are not compatible with oligo-dT primer selection: fragmented RNA that produces 3′ bias from oligo-dT selection, and, the degradation of the poly-A tail, thereby impacting the yield of recovered mRNA. Currently, there are two major rRNA depletion methods used for RNA isolated from FFPE samples: the Ribo-Zero rRNA removal kit (Epicentre/Illumina) and the RNase H method (also known as SDRNA) [2–4]. The Ribo-Zero kit uses a biotinylated antisense set of DNA capture probes that preferentially bind to rRNA. Magnetic beads are then used to capture the rRNA:DNA capture probe duplex. The resulting non-rRNA is left for cDNA synthesis. The RNase H method uses a similar initial depletion strategy by annealing 50–80 bp antisense DNA probes to the rRNA forming RNA:DNA hybrids. The RNA:DNA hybrids are treated with endoribonuclease RNase H that specifically degrades the phosphodiester bonds of RNA hybridized to DNA. This step is followed by a DNase I treatment to degrade the excess DNA probes. The resulting RNA is then ready for cDNA synthesis.

In the 2000s, microarray technology dominated high-throughput gene expression profiling but has since been replaced by RNAseq technology [5–9]. Successful gene expression studies based on FFPE samples by microarray technology [10–12] are much more abundant than studies using the relatively newer RNAseq technology. Here, we apply both RNA depletion methods, Ribo-Zero and RNase H, to isolated RNA from FFPE specimens to compare the overall qualities of data.

Furthermore, based on the premise that sequencing data offers exciting opportunities for additional data mining [13, 14, 16], we examined the data mining practicability of three types of supplementary information: SNVs, lncRNAs, and enhancer RNAs. SNVs are traditionally identified through DNA samples. SNV detection through RNAseq data has been historically challenging, although, with careful quality control, SNVs are detectable in RNAseq data [17–20]. Long noncoding RNAs (lncRNAs) are arbitrarily defined as longer than 200 nucleotides in length and do not encode proteins. Recent findings have suggested that lncRNAs play important roles in various diseases [21–28], and lncRNAs are detectable through the total RNAseq preparation method by the Ribo-Zero RNA rRNA removal kit [29]. Enhancer RNAs are a type of RNA that regulate spatiotemporal gene expression and impart cell-specific transcriptional outputs [30]. Recent advancements in RNAseq technology have enabled the ready detection of enhancer RNA [15, 30]. Super enhancer RNAs are a subset of enhancer RNA that are associated with cell identity and genetic risk of various diseases [31–33]. Our unique set of FFPE RNAseq data allows us to answer the question of whether a FFPE sample based RNAseq can be used for these types of data mining and determine which RNA isolation kit produces data most ideal for data mining.

## 2. Methods 

### 2.1. Sample Description

To evaluate the practicability and effectiveness of gene expression profiling using FFPE samples, we designed a study using four triple negative breast cancer (TNBC) FFPE tumor tissue samples. The H&E slides were reviewed by a study pathologist and tumor tissues were dissected from an unstained FFPE tissue section for total RNA extraction. The tumor tissue sections were stored in a vacuum chamber at 4°C for eight to nine years before RNA isolation was performed. Total RNA was extracted and purified using a Qiagen's miRNeasy FFPE Kit, a kit specifically designed for purifying the total RNA and microRNA from FFPE tissue sections. The input RNA amount for both Ribo-Zero and RNase H rRNA depletion methods was 200 ng each. The quantity and quality of the RNA samples extracted from tumor tissue FFPE sections were checked by Nanodrop (E260, E260/E280 ratio, spectrum 220–320 nm) and by separation on an Agilent BioAnalyzer. Total RNA extracted from each of the four tumors was split into two samples (for a total of eight samples). Two rRNA depletion methods were used: Ribo-Zero and RNase H. Each of the eight samples was treated with the two rRNA depletion methods, prepared for library using TruSeq RNA sample Prep Kit v2 (Illumina), and sequenced by BGI Americas. In total, 16 RNAseq libraries were generated following manufacture protocols and sequenced on two lanes (for a total of eight samples per lane). The qualified libraries were amplified on cBots to generate the cluster on the flow cell. The amplified flow cell was sequenced paired-end on the HiSeq 2000 at read length of the 90 base pairs.

### 2.2. Data Processing

RNAseq data was thoroughly quality-controlled at multiple stages (raw, alignment, and expression) following the recommendation by Guo et al. [34]. Raw data and alignment were quality-controlled using QC3 [35], while expression data was quality-controlled using MultiRankSeq [36]. Alignments were performed using Tophat 2 [37] against the HG19 human reference genome. Read counts for protein coding RNAs, lncRNAs enhancer RNAs, and super enchanter RNAs for each sample were obtained using HTSeq [38] against the collective General Transfer Format (GTF) file build from Ensembl Human GTF v74, Gencode lncRNA v 1.9, and enhancer RNA coordinates provided in [15]. Read count data for each type of the RNA was normalized to the total read counts of each sample. Cluster analysis was performed using Heatmap3 to identify similarities among samples [39]. Spearman's correlation coefficients were used to denote the distance between any two samples.

### 2.3. TNBC Subtype

Triple negative breast cancer (TNBC) is known to be molecularly and transcriptionally heterogeneous and can be classified into one of six subtypes (basal-like 1, BL1; basal-like 2, BL2; immunomodulatory, IM; mesenchymal, M; mesenchymal-stem like, MSL; and luminal AR, LAR) based on centroid correlations using gene expression [40]. In order to determine if RNAseq data originated from FFPE specimens can be used for clinical subtyping, we performed TNBC subtyping on each of the samples using TNBCtype [41] and compared the repeatability of TNBC subtyping consistency between the Ribo-Zero and RNase H methods.

### 2.4. NanoString

NanoString nCounter data was obtained on 302 genes using the same samples. The detailed processing and normalization method is described in [42]. We computed Spearman's correlation coefficients to evaluate the concordance between RNAseq and NanoString technology.

### 2.5. SNV Detection

We conducted advanced data mining on our FFPE RNAseq data to extract SNV. We inferred SNVs using Varscan 2 [43]. SNV quality was assessed by the transition/transversion (Ti/Tv) ratio and the pairwise heterozygous genotype consistency rate between any two samples. The Ti/Tv ratio is commonly used as a quality control measurement [44–46]. The Ti/Tv ratio of SNVs residing in coding regions should be between two and three and slightly lower for SNVs residing outside of the coding regions [47]. Higher Ti/Tv ratios, without exceeding the upper bound, usually indicate better overall quality. SNVs were annotated with ANNOVAR [48]. The heterozygous consistency rate of a pair of samples A-B is defined as the number of consistent genotypes between samples A and B, divided by the number of total heterozygous genotypes within B. A SNV is qualified as part of a consistency rate computation if it is detected by both samples and if the read depth for that SNV is at least 10 on both samples.

## 3. Results

### 3.1. Raw Data Quality Assessment

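The 4 triple negative breast cancers were kept as formalin-fixed, paraffin-embedded (FFPE) tissue, in which RNA is broken into short fragments. Most of total RNA is ribosomal RNA (rRNA), and it was removed from 200 ng of total RNA by Ribo-Zero, which captures rRNA on probes, or by RNase H, an enzyme that digests RNA paired with DNA probes. Each tumor gave 2 repeats per method, so 8 libraries were made with each method and 16 in all, sequenced paired-end at 90 base pairs. The library labels give the method and a number from 1 to 8 but neither the tumor nor the repeat, so libraries were compared by method. The paper's text does not say which libraries shared each of the 2 sequencing lanes, so an effect of the lane and of the method cannot be told apart. The authors aligned the reads with TopHat 2 to the human genome hg19, counted them with HTSeq on a joint annotation of genes, long noncoding RNA (lncRNA) and enhancer RNA, and normalized the counts to the total of each sample. The deposited table holds these normalized counts for 40996 features, all with Ensembl gene identifiers, of which 18027 are protein-coding and 9668 are lncRNA in the annotation of the same genome build used here. Within each library every value was a whole multiple of 1 step, so the reads behind the values were recovered, and 100% of the values came out whole. In 15 of the 16 libraries the step was that of the total of the library in the column to the left, and in 0 libraries was it within 1% of the step of the library's own total. The recovered reads were therefore scaled again, to counts-per-million (CPM) of the library's own total. That total was between 181218 and 1139141 reads with Ribo-Zero (median 682701.5) and between 817909 and 5196117 reads with RNase H (median 2808039). The paper's own averages of 16.1 M reads per sample with Ribo-Zero and 21.4 M with RNase H count sequenced reads, and the values given here rest on the reads counted on features. At this depth 1 read was worth between 0.878 and 5.52 CPM with Ribo-Zero and between 0.192 and 1.22 CPM with RNase H. Differences in mean between the methods were tested with a two-sided exact permutation test over all regroupings of the 16 libraries into groups of 8, whose smallest possible p is 0.000155. Repeats of one tumor are not separate tumors, so the 8 libraries of a method are less independent than 8 patients would be.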

On average, the Ribo-Zero rRNA removal method produced 16.1 (range: 14.0–17.8) million reads per sample, and the RNase H produced 21.4 (range: 20.2–24.0) million reads per sample. The RNase H method consistently produced more reads than Ribo-Zero. 

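On average, 2776953.5 ± 1246248 reads (SD, n = 8) were counted on features with RNase H and 637539.9 ± 308812 reads (SD, n = 8) with Ribo-Zero, a ratio of 4.36. The difference of 2139414 reads was larger than the spread between libraries (two-sided exact permutation test, p = 0.000311), and 7 of the 8 RNase H libraries had more counted reads than every Ribo-Zero library. RNase H library 2 was the exception. With each library left out in turn, the difference stayed between 1793819 and 2419277 reads, the lowest without RNase H library 8. Without mitochondrially encoded genes it was 2073602 reads.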

Given that the same amount of RNA was used and the same number of samples was pooled per lane, a higher RNA capture efficiency is probable for RNase H than that of Ribo-Zero. On average, the guanine-cytosine (GC) content of Ribo-Zero was 72.3% (range: 70.0–76.8%), which was above the expected value (50%), whereas the GC content of the RNase H method was 50.6% (range: 39.8–55.1%). The GC content of the reference genome is roughly the expected GC content for the sequenced data. The GC content is 39.3% for the entire human genome, 48.9% for protein coding RNA, 39.7% for lncRNA, and 50.2% for rRNA. The sequenced reads of total RNAseq data are a mixture of protein coding RNA, lncRNA, and other species of RNA. With the expected GC content around 50%, RNase H produced data with GC content closest to the expected value. The raw data quality control only provided partial quality assessment of the samples.

### 3.2. Alignment Quality Assessment

Next, we examined the percentage of the reads that aligned to the coding region (Table 1). 

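Of the reads counted on features, 78.9% ± 4.32 (SD, n = 8) fell on protein-coding genes with RNase H (range: 71.2–85.3%) and 72.2% ± 5.27 (SD, n = 8) with Ribo-Zero (range: 62.7–77.7%). The difference of 6.69 percentage points was larger than the spread between libraries (two-sided exact permutation test, p = 0.0121), and 6 of the 8 RNase H libraries were above every Ribo-Zero library. Reads that did not align, or that aligned outside every feature, are not part of this percentage. When features annotated as rRNA or matching the rRNA repeat unit were left out of the total, a setting chosen after seeing the data, the difference was 0.780 percentage points (exact permutation test, p = 0.695). Without the 17 mitochondrially encoded genes it was 3.63 percentage points (exact permutation test, p = 0.202).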

For the Ribo-Zero, on average, 34.7% (range: 27.4–46.1%) of the sequenced reads aligned to coding regions, and for the RNase H, on average, 71.6% (range: 42.6–80.3%) of the sequenced reads aligned to coding regions. An interesting observation was made in regard to the mapping quality (MQ). Ribo-Zero produced higher mapping quality data in the noncoding region, whereas the RNase H method produced higher mapping quality in the coding region. For the Ribo-Zero, the average MQ for the coding region was 29 (range: 23–36) and 47 (range: 46-47) for the noncoding region. For the RNase H method, the average MQ was 45 (range: 44−46) for the coding region and 34 (range: 33–41) for the noncoding region. One of the repeats of sample two, which used the RNase H, is a potential outlier because it had the lowest GC content (39.8%) and the lowest coding region alignment rate (42.6%) of all the RNase H based samples. RNase H also produced less percentage of rRNA reads compared to Ribo-Zero (paired *t*-test *p* = 0.03).

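The annotation lists 8 features of the table as nuclear rRNA genes. They held 0.00451% ± 0.00372 (SD, n = 8) of the counted reads with Ribo-Zero and 0.00149% ± 0.00264 (SD, n = 8) with RNase H. The labels do not say which libraries share a sample, and without pairing p was 0.0808 (two-sided exact permutation test). Paired by library number, the share was lower with RNase H in every pair (sign-flip exact test, p = 0.00781, the smallest possible). That p holds only if a number marks a sample, which is not stated. The highest shares were 0.0121% in Ribo-Zero library 6 (95% Wilson interval 0.00844 to 0.0174%) and 0.00766% in RNase H library 6 (0.00648 to 0.00904%). In 4 RNase H libraries the share was 0, which allows a share of up to 5.77e-05 to 1.14e-04% of counted reads. These intervals and limits cover counting error only, since reads from amplified libraries are not independent molecules. With each library left out in turn, the unpaired difference was between -0.00390 and -0.00193 percentage points and passed 0.05 in 2 of 16 fits. These were the fits without RNase H library 6 (-0.00390, exact permutation test, p = 0.00420) and without Ribo-Zero library 1 (-0.00353, exact permutation test, p = 0.0486). The 2 mitochondrial rRNA genes held 3.97% ± 1.44 (SD, n = 8) with Ribo-Zero and 0.106% ± 0.145 (SD, n = 8) with RNase H, with no overlap between the methods (exact permutation test, p = 0.000155, the smallest possible). With rRNA, rRNA pseudogenes and mitochondrial rRNA added up, the difference was -3.86 percentage points (exact permutation test, p = 0.000155).
The 18S and 28S rRNA genes are not placed on the chromosomes of GRCh37, but part of the repeat unit is on its contig GL000220.1, where the 5.8S rRNA pseudogene RNA5-8SP6 matches positions 112025 to 112173 at 94.6% identity. After the data were seen, the transcripts of all features were compared with the 7000 bp on each side of that match, and 7 features matched at 90% identity over 90% of their length. Upstream of 5.8S the largest share was on MIR3648 (chromosome 21, 9825832 to 9826011, a microRNA gene), at 3.32% ± 1.40 (SD, n = 8) with RNase H and 0.527% ± 0.275 (SD, n = 8) with Ribo-Zero (exact permutation test, p = 0.000155). MIR3687, 3685 bp upstream of 5.8S, did not differ beyond the spread (0.312% ± 0.132 with RNase H and 0.398% ± 0.149 with Ribo-Zero, SD, n = 8, exact permutation test, p = 0.208). Downstream, the pseudogene CTD-2328D6.1 (chromosome X, 108297361 to 108297792) held 4.26% ± 2.86 (SD, n = 8) with Ribo-Zero and 0.379% ± 0.332 (SD, n = 8) with RNase H, and AL161626.1 (chromosome 9, 79186731 to 79186787, a microRNA gene) held 1.92% ± 1.33 and 0.00330% ± 0.00359 (both exact permutation tests, p = 0.000155). AL161626.1 and AC079949.1 match the same positions, 118197 to 118253, so reads of one could have been counted on the other. Over all 7 features, the share was 7.55% ± 4.89 (SD, n = 8) with Ribo-Zero and 4.02% ± 1.84 (SD, n = 8) with RNase H (exact permutation test, p = 0.0612). This sum includes features upstream (0.930% with Ribo-Zero and 3.64% with RNase H) and downstream (6.62% and 0.383%), whose sums differed in opposite directions. Whether each feature lies inside 18S or 28S rRNA was not determined here.

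**Figure D1:**
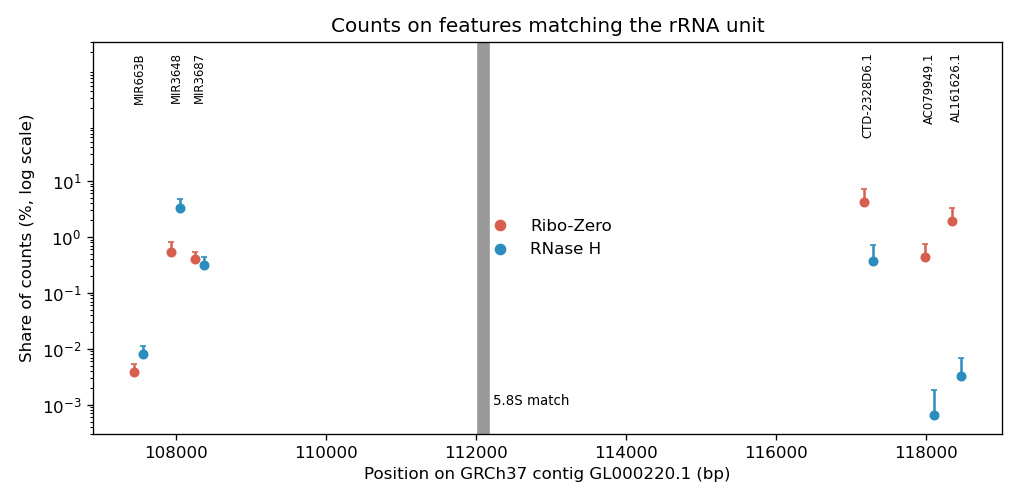
Share of counted reads (%, log scale) on 6 features against their matching position (bp) on contig GL000220.1 of GRCh37. Points are means of 8 libraries per method and bars reach 1 SD above the mean, the grey band is the 5.8S match, points of the methods are set side by side, and AC079949.1 and AL161626.1, which match one position, are drawn apart. MIR3648 is higher with RNase H (3.32%) than with Ribo-Zero (0.527%), and CTD-2328D6.1 is higher with Ribo-Zero (4.26%) than with RNase H (0.379%).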

### 3.3. Cluster Analysis

Cluster analysis showed that, regardless of which RNA isolation kit was used, the repeated sample clustered together based on gene expression. Within repeated samples, the rRNA depletion kits were clustered separately. The cluster analysis results provided additional evidence of quality concern for the RNase H sample two repeat one, as it was the only sample that did not perfectly cluster with its pair within the same RNA isolation kit (Figure 1(a)). The correlation heatmap (Figure 1(b)) showed similar results as presented in Figure 1(a). 

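Spearman's correlation over the CPM of all 40996 features was 0.791 on average between Ribo-Zero libraries (range: 0.756–0.873, 28 pairs), 0.633 between RNase H libraries (range: 0.467–0.777, 28 pairs) and 0.667 between libraries of different methods (range: 0.471–0.772, 64 pairs). These coefficients are across features, which are not independent replicates, and pairs that share a library are not independent. Over the 2241 features with at least 10 counts in every library, the averages were 0.617, 0.460 and 0.452 in the same order. RNase H library 2 had the lowest average correlation with the other RNase H libraries, 0.496, and without it the average between RNase H libraries was 0.679. Average-linkage clustering on 1 minus Spearman's correlation put the 8 Ribo-Zero libraries into 1 cluster and joined RNase H library 2 last. It formed 6 pairs of libraries first, each within 1 method. With protein-coding genes only, the largest cluster of Ribo-Zero libraries alone held 6 of them. The labels do not say which of these pairs are repeats.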

Essentially, we observed a higher pairwise correlation between repeated samples than between random samples.

### 3.4. TNBC Subtype Comparison

Overall, correlations to the TNBC subtypes were similar in replicates (Figure 2). RNase H samples had more consistent TNBC subtype calls between replicates (3/4 matching) than the Ribo-Zero samples (2/4 matching). The nonmatching replicate in the RNase H samples is sample 2 where we have previously noted its quality issue. This result suggests that RNase H produces RNAseq data with more consistent TNBC subtyping.

### 3.5. NanoString Comparison

We computed Spearman's correlation coefficients using the gene expression levels between RNAseq. The correlation dot plot (Figure 3) shows that the average correlation between Ribo-Zero and NanoString is 0.59 (range: 0.53–0.67), and the average correlation between RNase H and NanoString is 0.49 (range: 0.32–0.66). The lowest correlation was produced by RNase H sample two repeat one which is likely to be a sample with a sequencing quality issue.

### 3.6. RNA Detection

We examined four kinds of RNAs: mRNA (Figure 4(a)), lncRNA (Figure 4(b)), enhancer RNA (Figure 4(c)), and super enhancer RNA (Figure 4(d)). After normalization by total read count, we used four detection thresholds (>0, >2, >5, and >10) to compare the RNA detection rates between the two RNA isolation kits. For all four types of RNAs, the Ribo-Zero rRNA depletion method detects more RNA at detection thresholds >0 and >2. 

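Protein-coding RNAs with a CPM over 0 numbered 13949.8 ± 871 (SD, n = 8) with Ribo-Zero and 11902.8 ± 1826 (SD, n = 8) with RNase H, and those with a CPM over 2 numbered 13039 ± 501 and 10726 ± 2289. The differences of -2047 and -2313 RNAs had two-sided exact permutation p-values of 0.0141 and 0.0109. Adjusted by Benjamini-Hochberg over the 8 tests of 2 RNA types and 4 thresholds, both were 0.0472. The family of 8 was settled after these p-values had been seen. Over the 12 tests run first, with all features as a further type, both adjusted values were 0.0709. Paired by library number, neither passed 0.05 after adjustment. With each library left out in turn, each had an adjusted p over 0.05 in 14 of 16 fits. In 7 of the 8 RNase H libraries fewer protein-coding RNAs were detected than the Ribo-Zero median at either threshold, RNase H library 2 being the exception. For lncRNA, 3584.8 ± 956 were detected over 0 with Ribo-Zero and 2361.4 ± 1329 with RNase H (SD, n = 8, exact permutation test, p = 0.0549, adjusted p = 0.110 over 8 tests). Over 2, the numbers were 2564.6 ± 597 and 1928.8 ± 1358 (SD, n = 8, exact permutation test, p = 0.256, adjusted p = 0.341). Without RNase H library 2, the lncRNA differences were -1659 and -1085 RNAs (adjusted p = 0.00572 for both, from the same exact permutation tests). In raw counts that were not normalized, the lncRNA difference over 2 changed direction, to 244 more with RNase H (exact permutation test, p = 0.716). After all libraries were drawn down to one total, 503 more lncRNAs had over 2 counts with RNase H (adjusted p = 0.0239, exact permutation test over 8). There 1 count is worth 5.52 CPM, so this threshold is higher than 2 CPM, and the value does not reverse the result over 2 CPM. Enhancer and super enhancer RNA were not analysed here.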

When higher detection thresholds were used, the RNase H managed to detect more RNAs. 

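Over 10 CPM, 1438.6 ± 830 lncRNAs were detected with RNase H and 779 ± 284 with Ribo-Zero (SD, n = 8). The difference of 659 had a two-sided exact permutation p of 0.0177, adjusted p = 0.0472 over 8 tests and 0.0709 over 12. Paired by library number, it did not pass 0.05 after adjustment. In 6 of the 8 RNase H libraries the number was above the Ribo-Zero median. Without RNase H library 2, in which 3330 lncRNAs were detected, the difference was 389 (adjusted p = 0.0479 from the same exact permutation test over 8). With each library left out in turn, however, the adjusted p for lncRNA over 10 was over 0.05 in 13 of 16 fits. Over 5 CPM, lncRNAs numbered 1774.9 ± 1171 with RNase H and 1532.8 ± 529 with Ribo-Zero (SD, n = 8, exact permutation test, p = 0.711). Only 3 of the 8 RNase H libraries were above the Ribo-Zero median, and without RNase H library 2 the difference of 242 became -142. Protein-coding RNAs numbered 10390.6 ± 2114 with RNase H and 11719.8 ± 543 with Ribo-Zero over 5 CPM (SD, n = 8, exact permutation test, p = 0.103), and 9642 ± 1720 and 10083.8 ± 358 over 10 CPM (SD, n = 8, exact permutation test, p = 0.523). The RNase H libraries varied more than either difference, and the Ribo-Zero libraries less. Without RNase H library 2 the difference over 5 CPM was -1839 (adjusted p = 0.00572 from the exact permutation test over 8). The direction for protein-coding RNA depended on how counts were scaled, which also changes the expression level that a threshold stands for. In raw counts, which keep the higher depth of RNase H, the difference in mean was 761 over 5, where the medians went the other way, and 2440 over 10. After all libraries were drawn down to the smallest total of 181218 reads, the difference in mean was 208 over 5 and 360 over 10 counts, the latter with adjusted p = 0.0239 (exact permutation test over 8). There 1 count is worth 5.52 CPM, so these thresholds are higher than 5 and 10 CPM. In Ribo-Zero library 2, where 1 read is worth 5.52 CPM, every RNA with a read passed the threshold of 5. From more RNAs at the higher thresholds, the paper reasons that RNase H detects more RNA that is potentially reliable, as low expression values could be noise.

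**Figure D2:**
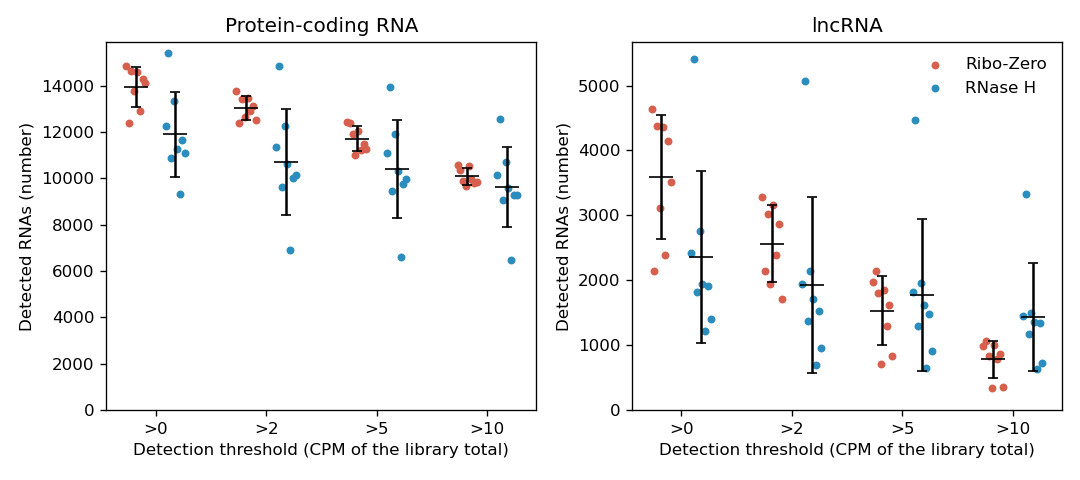
Number of protein-coding RNAs (left) and lncRNAs (right) detected over 0, 2, 5 and 10 CPM of the library total. Each point is a library, bars are the mean and SD of 8 libraries per method, and RNase H library 2 is the highest RNase H point at each threshold, with 3330 lncRNAs over 10 CPM.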

RNA detected with low expression values could be the result of noises and is therefore less trustworthy than RNA detected with higher levels of expression. Based on these results, the RNase H rRNA depletion method detected more potentially reliable RNA as compared to the Ribo-Zero.

### 3.7. SNV Detection

We inferred SNVs from the FFPE RNA data using VarScan 2. After filtering for high quality SNVs (depth > 20), on average, the Ribo-Zero samples identified 525 SNVs per sample (range: 73–1862), and the RNase H samples identified 57747 SNVs per sample (range: 21932–87146). The RNase H samples clearly identified more SNVs than the Ribo-Zero prepared samples. This is caused by the difference of number of callable sites between the two kits. We defined a callable site to be a genomic position with coverage depth ≥ 20. RNase H produced substantially more callable sites than Ribo-Zero (Figure 5). The callable site analysis result shows that the coverage of Ribo-Zero is more spread out than RNase H. High variations in the number of SNVs were observed for both RNA isolation kits. For SNVs identified in coding regions, on average, the Ti/Tv ratio for Ribo-Zero was 3.51 (range: 2.42–8.00) and 2.08 (range: 1.34–2.47) for RNase H. For SNVs identified in noncoding regions, on average, the Ti/Tv ratio for Ribo-Zero was 2.84 (range: 2.37–3.84) and 3.74 (range: 1.04–5.27) for RNase H. The variation for the Ti/Tv ratio is large, indicating potential problems with the SNVs identified.

Additional evidence for problematic SNV inferences was observed in the results of the pairwise heterozygous genotype consistency between samples. In DNA sequencing, we expect the heterozygous genotype consistency rate for technical replicates to be above 0.99. For RNAseq, the consistency rate is expected to be lower but still yield above 80%. However, on average, the consistency rates for both kits were less than 40% which were substantially below expectation. Restricting SNV pairwise heterozygous consistency computation to SNVs with depth greater than 50x for both samples in the pair increased the consistency slightly but still remained <50%. The low heterozygous consistency rates indicate that SNVs inferred from FFPE RNAseq samples contain high false positive rates and are therefore not ideal sources for detecting SNV.

## 4. Discussion

Utilization of FFPE specimens for gene expression studies could open a new avenue for molecular epidemiological and clinical research. Yet to date, the low quality of RNA from FFPE specimens for gene expression analysis has been a challenge. Several technologies have been developed for quantifying gene expression from FFPE specimens, such as NanoString [49] and quantitative Nuclease Protection Assay [50].

Since gene expression data can yield both molecular subtype classification and predicative markers of risk, efforts have been made to use RNA extracted from FFPE tissue on NanoString and microarray platforms [51, 52]. Triple negative breast cancer has been shown to be transcriptionally heterogeneous, with several molecular subtypes with differing biology [40, 53, 54]. The ability to identify TNBC subtypes from RNA isolated from FFPE tissues will provide opportunities for future clinical trial designs and retrospective evaluations of previously failed clinical trials by individual subtypes. To determine if RNA extracted from FFPE tissue that has been stored for eight to nine years could yield gene expression profiles by RNAseq sufficient enough to subtype TNBC, we compared the efficiencies of both the Ribo-Zero and the RNase H methods for rRNA depletion.

Through thorough quality control and analyses, we found that expression profiling of coding and noncoding RNA is possible for aged FFPE samples with RNAseq technology. The Ribo-Zero and RNase H method each had strengths and weaknesses in different areas. Our analyses suggested that RNase H is more suitable for studies that target protein coding RNA. On the other hand, Ribo-Zero offered more consistency between repeated samples, which is of pivotal importance, especially for low quality RNA extracted from FFPE tissues. Under the same amount of library input and same multiplexing scenario, RNase H consistently produced more reads than Ribo-Zero. Many reasons could have caused this read counts difference, including batch effect of the cluster on the flow cell, and library efficiencies. The evidences of more total reads sequenced under the same input amount and better rRNA depletion efficiency for RNase H support that RNase H has better library efficiency than Ribo-Zero. RNase H hybridizes directly to the sequences of rRNAs without the requirement of perfect match. The Ribo-Zero uses bait strategy which is similar to enrichment like exome capture with baits and beads. Thus it does not remove degraded, fragmented rRNAs as efficient as RNase H. Our study confirms previous finding that RNase H performed better than Ribo-Zero for low quality RNAs [55].

Furthermore, genes quantified from Ribo-Zero processed RNAseq data also had a slightly higher correlation with genes quantified by NanoString technology. This suggests that Ribo-Zero might offer better repeatability, although the correlation (50–60%, FFPE) with NanoString data (FFPE) did not reach the high correlation (80–90%, fresh frozen) between microarray and RNAseq [56]. We suspect this is primarily due to the variation introduced by the degraded quality of the RNA extracted from FFPE samples.

The subtyping of gene expression profiles obtained by both methods demonstrated that RNA isolated from stored FFPE samples can be used to determine distinct TNBC subtypes. While TNBC subtypes were similar among replicates, RNase H samples had more consistent TNBC subtype calls between replicates than that of the Ribo-Zero samples, which is potentially due to the more efficient capture of protein coding RNA.

By performing SNV detection analysis, we found that SNV detected by FFPE RNAseq data is subjected to quality concerns. It has been suggested that the SNV data inferred from RNAseq data has a high false positive rate [57]. Several factors can contribute to the high false positive rate of SNV. First, alignment on RNAseq data can be more complicated than DNA sequencing data [19]. Processes such as RNA editing, alternative splicing, gene fusion, and polyadenylation introduce additional complications in RNAseq alignment. The step that reverse-transcribes RNA to cDNA can also introduce random errors. We have found that the number of SNVs inferred from RNAseq data can be several folds higher than that from the exome sequencing data on the sample. In our study, the lower quality of RNA isolated from FFPE tissue will result in an even higher number of false positive SNVs. The low consistency rate of SNVs identified between paired samples suggests that RNAseq data from FFPE tissues are not suitable for SNV inference.

## 5. Conclusion

Recent studies have shown remarkably high consistency between RNAseq data generated from paired freshly frozen and FFPE tissue samples [58–60]. Our study provides additional evidence for the practicability of conducting gene expression RNAseq with FFPE tissues. There is no denying that there are technical and quality limitations for FFPE RNAseq data. However, the majority of the issues can be overcome through thorough quality control and careful bioinformatics analyses. Our study supports the notions that RNAseq on FFPE samples can be used as an unbiased and comprehensive assessment of gene expression in biomedical studies, and RNase H method provides more efficient rRNA depletion than Ribo-Zero method for low quality fragmented RNAs.

## Figures and Tables

**Figure 1:**
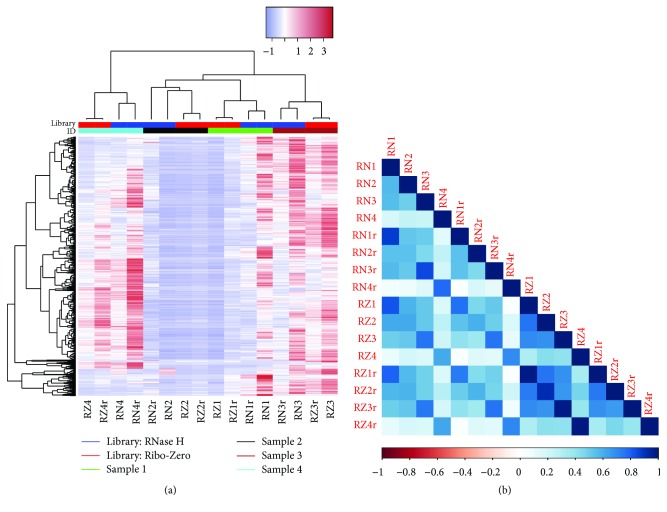
(a) Unsupervised cluster using all detected RNAs. Samples were clustered first by replicates then by rRNA depletion method. (b) Pairwise Spearman correlation heatmap between all samples. Ribo-Zero produced higher correlation between repeats than RNase H. The samples RN4 and RN4r produce low correlations with other samples compared to other random pairs. This could be the result of variation in the sample or variation introduced by the RNase H kit.

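Since the repeats are not named in the labels, each library was compared with the most similar library of its own method. That correlation was 0.848 ± 0.0367 (SD, n = 8) with Ribo-Zero and 0.708 ± 0.0813 (SD, n = 8) with RNase H. Every Ribo-Zero library was above every RNase H library (two-sided exact permutation test, p = 0.000155, the smallest possible). In 3 pairs of Ribo-Zero libraries and 2 pairs of RNase H libraries each was the other's closest, so their correlation enters as 2 values. The values are therefore not independent, and this p overstates the evidence. The difference of -0.140 grew most, to -0.234, among features with at least 10 counts in every library. With each library left out in turn it stayed between -0.149 and -0.113, the latter without RNase H library 2.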

**Figure 2:**
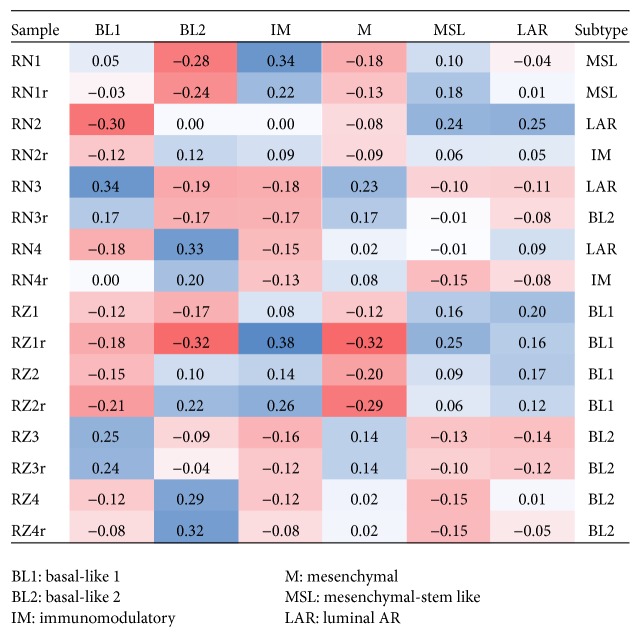
TNBC subtype results from TNBC type. The results show that RNase H samples produced better TNBC subtype consistency than Ribo-Zero samples.

**Figure 3:**
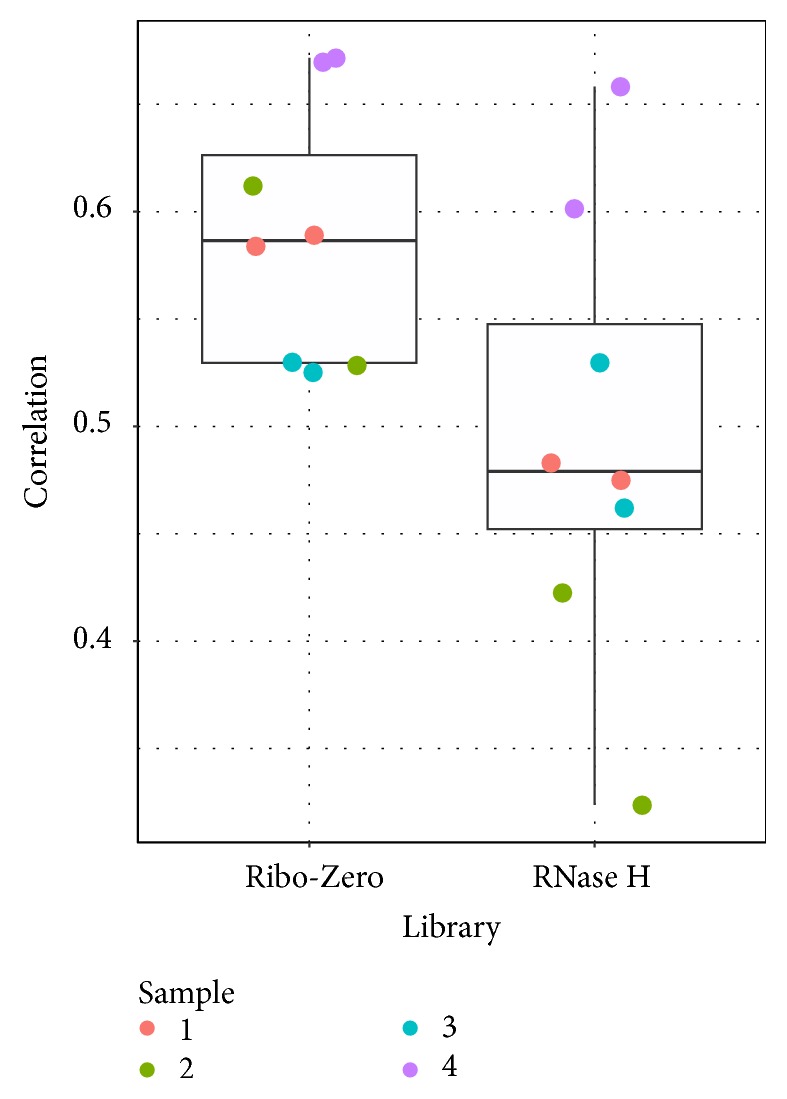
Spearman's correlation coefficients between RNAseq data and NanoString data. The Ribo-Zero samples produced slightly higher correlation with NanoString data then RNase H samples.

**Figure 4:**
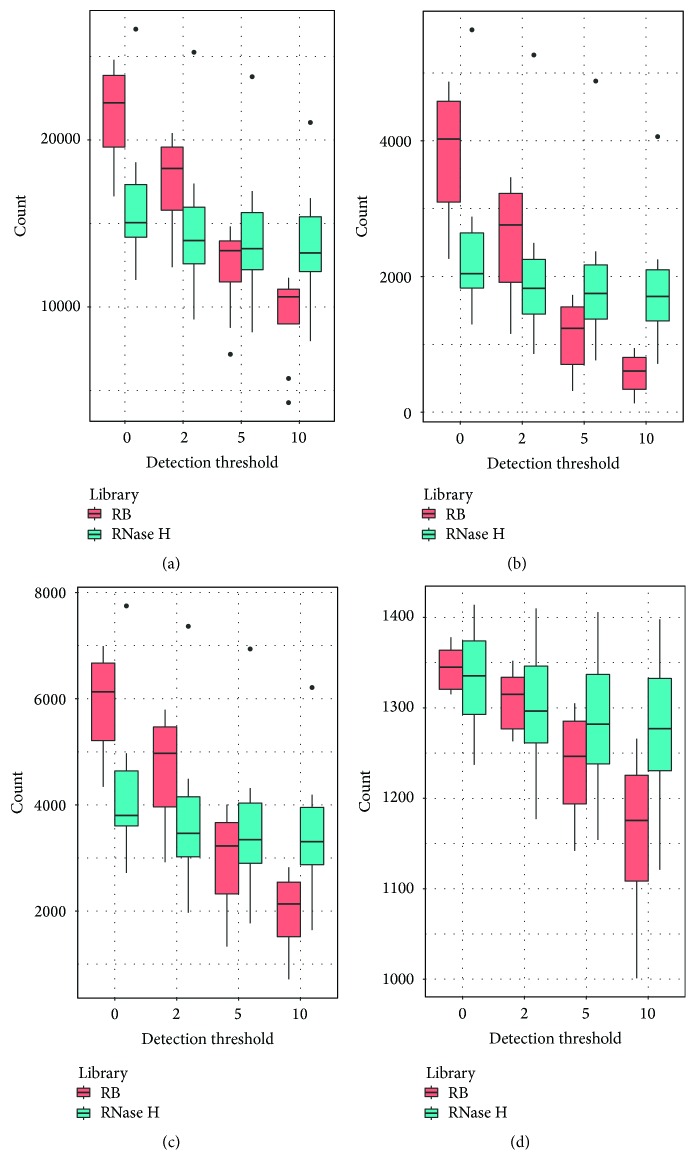
Detected RNA using thresholds: normalized reads count > 0, 2, 5, and 10. (a) Protein coding RNA. (b) lncRNA. (c) Enhancer RNA. (d) Super enhancer RNA. At lower thresholds (more noise), Ribo-Zero samples detected more RNAs. At higher thresholds (more reliability), RNase H method detected more RNAs.

**Figure 5:**
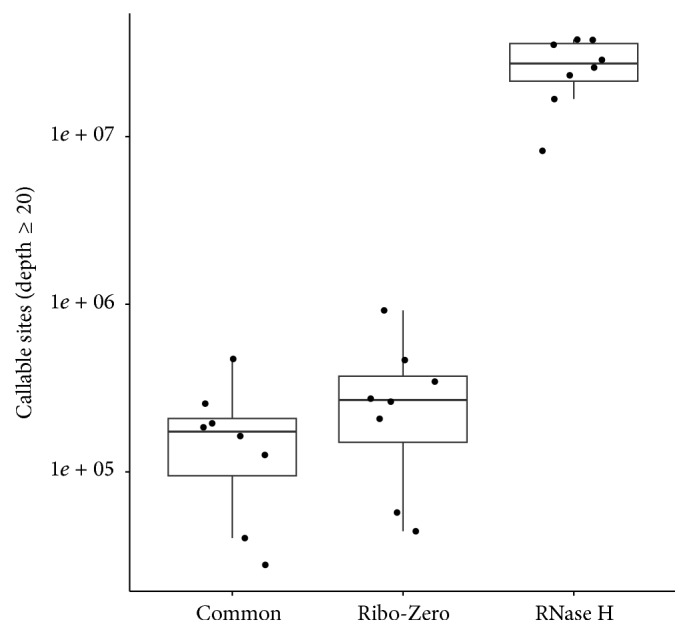
Callable site is defined as a genomic position with depth coverage ≥ 20. The number of callable sites indicates the number of genomic positions that are suitable for SNV inference. RNase H had substantially more callable sites than Ribo-Zero. The percentage of difference in callable site is significantly more than the percentage of difference in number of total reads sequenced by the two kits. *Y*-axis is plotted in log_10_ scale.

**Table 1:** Sample description and alignment statistics.

ID	Library	Raw data			Alignment			
		Total reads	BQ	GC	CR	Non-CR	CR MQ	Non-CR MQ
1	Ribo-Zero	17.8 M	31	71.4%	27.7%	72.3%	32	47
2	Ribo-Zero	16.1 M	30	76.8%	31.4%	68.6%	23	47
3	Ribo-Zero	16.8 M	31	70.7%	31.6%	68.4%	28	46
4	Ribo-Zero	14.0 M	31	72.3%	46.0%	54.0%	34	47
1	Ribo-Zero	16.1 M	31	70.4%	27.4%	72.6%	31	47
2	Ribo-Zero	14.9 M	31	75.4%	37.9%	62.1%	21	47
3	Ribo-Zero	17.6 M	31	71.1%	29.8%	70.2%	29	47
4	Ribo-Zero	15.6 M	31	70.0%	46.1%	53.9%	36	47
1	RNase H	20.2 M	35	51.6%	79.9%	20.1%	46	33
2	RNase H	20.5 M	36	39.8%	42.6%	57.4%	45	41
3	RNase H	20.4 M	35	51.6%	78.9%	21.1%	45	33
4	RNase H	21.4 M	35	48.6%	58.0%	42.0%	45	37
1	RNase H	22.1 M	35	52.5%	80.3%	19.7%	46	35
2	RNase H	22.4 M	34	55.1%	74.7%	25.3%	44	33
3	RNase H	20.6 M	35	52.0%	78.5%	21.5%	45	31
4	RNase H	24.0 M	34	53.6%	80.1%	19.9%	45	30

CR: coding region; BQ: base quality; MQ: mapping quality; GC: GC content.

## Abbreviations

FFPE: Formalin-fixed paraffin-embedded
RNAseq: RNA sequencing
SNV: Single nucleotide variant
TNBC: Triple negative breast cancer.

How the deposited data were processed for this re-analysis (not part of the article)

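Gene expression was measured by RNA sequencing of total RNA from 4 FFPE triple negative breast tumors, with 2 repeats per tumor and 2 methods of rRNA removal, giving 8 Ribo-Zero and 8 RNase H libraries. The authors aligned paired-end reads of 90 base pairs with TopHat 2 to hg19, counted reads with HTSeq on Ensembl genes, GENCODE lncRNA and enhancer RNA, and normalized the counts to the total read counts of each sample. The strand setting of the counting and the handling of reads that align to several places are not named in the paper's text. The unit of the deposited table is a signal: read counts divided by 1 factor per library. All 16 columns of values were used and each was matched to a library by its name. The labels give no tumor, so no library was assigned to a tumor or called a repeat of another.

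The reads behind the deposited signal were recovered by dividing each column by its step, and 100% of the values came out as whole numbers. The factor of 15 columns was the total of the column to the left, and the factor of the first column differed from the total of the last by -0.0534%. The deposited columns summed to between 143253 and 4048864. All values reported here, unless said otherwise, come from the recovered counts, scaled to CPM of the library's own total. Library totals were between 181218 and 5196117 counted reads, so the smallest share that 1 read can show differs between libraries, and a share of 0 was given the upper limit of 3 counts of the total. Wilson intervals have a level of 95%. No pair of libraries differed by as little as sampling noise (lowest chi-square per degree of freedom 1.48 over 120 pairs), so every library was counted once.

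RNA types were taken by gene identifier from the GENCODE annotation of GRCh37, which matched 39518 of the 40996 features (96.4%). The other 1478 features held between 1.80 and 3.16% of a library's reads and entered the totals but no RNA type. In the table, 27 gene symbols had turned into dates, 616 had the letters NA written as 0 and 7319 were only a 0, so names were restored by identifier. GC content and length are those of the longest annotated transcript. Features of the rRNA unit were found with blastn 2.17.0 against contig GL000220.1 of GRCh37, within 7000 bp of the 5.8S match, at 90% identity over 90% of the feature.

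Single values per library were compared between methods with two-sided exact permutation tests of the difference in mean (Python 3.11.15, scipy 1.17.1, numpy 2.4.6, pandas 2.3.3). The detection tests were adjusted by Benjamini-Hochberg over 8 tests, of protein-coding RNA and lncRNA at 4 thresholds. An earlier run had adjusted over 12 tests with all features as a further type and gave 0 adjusted p-values under 0.05. The family of 8, which gives 3, was settled after those p-values had been seen, and both are reported. Clustering used average linkage on 1 minus Spearman's correlation. Libraries were drawn down to 181218 reads without replacement with a fixed seed of 1.

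The test of genes between methods had been planned as edgeR's quasi-likelihood test on counts. As the deposited values are not counts, the main test was changed to limma 3.58.1 with a mean-dependent prior on log2(CPM + 1). It used a pseudocount of 1, edgeR's TMM factors and the filterByExpr filter, which kept 11352 features. The recovered reads would have allowed the planned test, which was run as an alternative. Fold changes are therefore on the log2(CPM + 1) scale, which understates the change of low genes. Adjusted p-values are Benjamini-Hochberg with a threshold of 0.05. DESeq2 1.42.0, and edgeR 4.0.16 on the recovered reads, were alternatives, in R 4.3.3. The tests were run first on simulated data for the same 11352 features, in which 200 were changed by a log2 value of 3 at a dispersion of 0.891. There limma recovered 39.5% of the changed features with 3.66% false calls, edgeR 68.5% with 1.44%, and DESeq2 84.5% with 15.9%. Gene families were tested with limma's camera at its preset correlation and checked with fry.

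Named genes were fixed by a rule set before the data were examined: the 5 with the largest rise and the 5 with the largest fall among those with an adjusted p under 0.05, a mean log2 CPM of at least 4 and no overlap between the methods' libraries, plus the receptors ESR1, PGR and ERBB2 and 5 small structural RNAs. Alternatives set before the data were examined were other tools, filters, scalings, sets of RNA, correlation measures and linkages, drawing down to one depth, a block on the library number and leaving out each library for the test of genes. Alternatives chosen after seeing the data were other pseudocounts, edgeR on recovered reads, the deposited values as they stand, leaving out or adding the features of the rRNA unit, raw counts at or above a threshold, the family of 12 tests, drawing down for the test of genes, and leaving out each library for single values. Subtypes, NanoString values, single nucleotide variants, callable sites, enhancer RNA and super enhancer RNA were not analysed here.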

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

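Of the tests in this part, those of a mislabelled library, of lower depth, of olfactory receptor genes and of one scaling for the rRNA unit were chosen after the results had been seen. Those of transcript length and of GC content for the rRNA unit were written down before their values were computed.

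Among 36 measures in each method, 23 of 72 groups had a highest or lowest library far from the others, by Dixon's criterion on its gap to the nearest library. Chance gives about 3.6, although the measures overlap and are not independent. RNase H library 2 accounted for 18 of them and RNase H library 6 for the other 5. The labels do not say which tumor or repeat either library is, so neither is set against a sample the paper names.

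RNase H library 2 had the highest share of reads on lncRNA of the RNase H libraries (16.4%), on pseudogenes other than rRNA (6.63%) and on rRNA pseudogenes (0.0553%). It had 5412 lncRNAs over 0 CPM, 5073 over 2, 4464 over 5 and 3330 over 10, and 26641 features with a read, or 23388 after drawing down to the smallest total. Its correlation with the closest RNase H library was 0.521 and its average correlation with the others 0.496. It took 3185 features to hold 50% of its reads, and 31.8% of its features with at least 2 counts had at most 10. The GC content of its features, weighted by counts, was 47.0%, and 46.2% without rRNA-like and mitochondrially encoded features, the lowest of the RNase H libraries in both. Of the 186 olfactory receptor genes, which are silent in most tissues, 120 had a read, and they held 0.173% of its reads.

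For this library the values argue against a mislabelled Ribo-Zero library, since its share of mitochondrial rRNA was 0.0690%, below every Ribo-Zero library. They also argue against lower depth as the cause of the many features, since it had the most, 26641, with the lowest total of the RNase H libraries. Lower depth is argued against for its low correlation as well, since after all libraries were drawn down to one total its correlation with the closest RNase H library was 0.465, and the next lowest was 0.590. Reads from genomic DNA or unspecific background are a candidate explanation that stays open. After drawing down, 105 olfactory receptor genes had a read in it, against at most 19 in every other library. Among 2978 protein-coding genes that are low with Ribo-Zero, its counts followed transcript length with a Spearman's correlation of 0.344 across genes, against 0.0416 to 0.215 in the other RNase H libraries. The DNA content of the RNA was not measured here, and no biological explanation was tested because the labels give no tumor.

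RNase H library 6 had the highest shares of the RNase H libraries on nuclear rRNA genes (0.00766%), mitochondrial rRNA (0.465%), all features of the rRNA unit (8.24%), those upstream of 5.8S (7.03%) and those downstream (1.20%). All 5 are shares on rRNA genes or on features matching the rRNA unit. No explanation of this library was tested.

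The paper does not report mitochondrial rRNA or the separate parts of the rRNA unit. Mitochondrial rRNA held 3.97% of the reads on average with Ribo-Zero and 0.106% with RNase H. Features upstream of 5.8S held 0.930% with Ribo-Zero and 3.64% with RNase H, and features downstream held 6.62% and 0.383%. In each of these 3 measures the libraries of the methods did not overlap (two-sided exact permutation test, p = 0.000155, the smallest possible). The opposite directions argue against scaling or depth as the whole cause, since 1 factor per library moves both sides alike while MIR3648, upstream, had a log2 fold change of 2.69 in RNase H over Ribo-Zero. MIR3687, also upstream, went slightly the other way (-0.39). The downstream features had a median log2 fold change of -9.62, which alone cannot decide on GC content. For CTD-2328D6.1 and AC079949.1, a comparison with features of similar GC content argues against GC content as the whole cause. CTD-2328D6.1 lay below the lowest 1% of 3058 features of similar GC content and AC079949.1 below all of 29, but only 2 features matched AL161626.1 and 1 matched MIR3648, which decides nothing for those 2. A candidate explanation that stays open is that the probes of the methods cover different parts of the rRNA unit and of mitochondrial rRNA. The probe sequences were not used here, and this was not tested.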

How the results depend on the processing

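Settings were compared one at a time. The causes of the changes below were not tested unless said.

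The higher total of RNase H and the higher correlation of Ribo-Zero libraries with their closest library kept their direction and p under 0.05 in all settings run, and with each library left out. In the clustering, libraries first joined to their own method numbered 12, and 13, 10 and 10 with complete linkage, Pearson's correlation and protein-coding genes. Average correlations moved by more than their spread in 6 cases: with at least 10 counts in every library to 0.617 within Ribo-Zero, 0.460 within RNase H and 0.452 between methods, and within Ribo-Zero to 0.839 for protein-coding genes, 0.848 with Pearson's correlation on log2(CPM + 1) and 0.748 after drawing down.

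The higher coding share of RNase H fell to 3.63 percentage points without mitochondrially encoded genes and to 0.780 without rRNA-like features, the latter chosen after seeing the data, and neither exceeded the spread. The lower rRNA share of RNase H, -0.00302 percentage points (exact permutation test, p = 0.0808), passed 0.05 when rRNA pseudogenes and mitochondrial rRNA were added (-3.86) and when the rRNA unit was added as well, a choice made after seeing the data (-7.38). With 1 library left out it was between -0.00390 and -0.00193, and it passed 0.05 without RNase H library 6 or Ribo-Zero library 1 (-0.00353).

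Detection depended most on the setting. Differences are RNase H minus Ribo-Zero, in RNAs. For protein-coding RNA over 0, -2047 in each setting that keeps all reads, the adjusted p was 0.0472 in the main setting, 0.0510 with CPM of each RNA type's total, 0.0566 with raw counts at or above the threshold, 0.113 with the deposited values and 0.0709 over 12 tests. Over 12 tests the differences of -2313 (protein-coding over 2) and 659 (lncRNA over 10) lost the threshold too. With raw counts, protein-coding RNA gave -871 over 2, 761 over 5 and 2440 over 10, lncRNA gave 244 over 2 and 986.5 over 5 (adjusted p = 0.0377), and all features gave 2728 over 5. With counts scaled to the mean total, protein-coding RNA gave -2086 over 5 (adjusted p = 0.0472), lncRNA -359.8 over 5 and 457 over 10, and all features -10.1 over 10. With CPM of each RNA type's total, protein-coding RNA gave -2620.4 over 2 (adjusted p = 0.0510), and lncRNA -1464 over 5 and -1602 over 10. In that setting 1 read on a lncRNA passes each threshold in every Ribo-Zero library, so its lncRNA number is that over 0 and these values say nothing about higher expression. After drawing down, protein-coding RNA gave -391 over 2, 208 over 5 and 360 over 10 (adjusted p = 0.0239), lncRNA 503 over 2 (adjusted p = 0.0239) and 299.8 over 5 (adjusted p = 0.0199), and all features 575 over 2 and 734.5 over 5. These thresholds are in counts worth 5.52 CPM each, so they are higher than the same numbers in CPM. Settings chosen after seeing the data gave, with raw counts at or above the threshold, -1539.6 over 2, 284 over 5 and 2169.9 over 10 for protein-coding RNA and 1987 over 5 for all features. With the deposited values they gave -1799 over 2 and 450.4 over 10 for protein-coding RNA, and -16 over 5 and 301 over 10 for lncRNA.

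With each of the 16 libraries left out in turn, protein-coding differences were from -2549.9 to -1682 over 0, -2905 to -1765 over 2, -1839 to -788 over 5 and -862 to 11.5 over 10. For lncRNA they were from -1659 to -1059 over 0, -1085 to -460.1 over 2, -142 to 402 over 5 and 389 to 775 over 10. In 14 of 16 fits the protein-coding differences over 0 and 2 had adjusted p over 0.05, as did lncRNA over 10 in 13. Without RNase H library 2 protein-coding RNA over 5 (-1839) and lncRNA over 0 and 2 passed the threshold (adjusted p = 0.00572 for each), and lncRNA over 5 changed direction (-142). Without RNase H library 6 protein-coding RNA over 10 changed direction (11.5).

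The number of features holding 50% of reads was 442 higher with RNase H, but -111 with protein-coding genes only. It was from 192.5, without RNase H library 2, to 508, without RNase H library 6, with 1 library left out, and passed 0.05 in 5 of 16 fits (493 without Ribo-Zero library 5 and 494, 508, 501 and 506.5 without RNase H libraries 3, 6, 7 and 8). The share of the 100 most-counted features was -7.09 percentage points with RNase H, and 2.16 with protein-coding genes only. Neither protein-coding difference exceeded the spread (exact permutation tests, p = 0.595 and 0.235), so a change of sign is not established. Without the features of the rRNA unit and mitochondrially encoded genes, the share differed by -2.09 percentage points (exact permutation test, p = 0.0301). Which features carry the difference was not settled.

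Genes with adjusted p under 0.05 numbered 103 with limma (37 higher and 66 lower with RNase H), 221 with DESeq2 (149 and 72, with 3081 genes given no adjusted p), 116 among 2241 genes with at least 10 counts in every library (77 and 39), 82 with at least 1 count in any library (10 and 72) and 96 without TMM (33 and 63). Settings chosen after seeing the data gave 54 with edgeR on recovered reads (36 and 18), 92 and 150 with pseudocounts of 0.1 and 5, 59 after drawing down (12 and 47) and 10 with the deposited values (1 and 9, with 541 genes at an unadjusted p under 0.05). The main count shared 70 genes with DESeq2 and 48 with edgeR, all in the same direction. With each library left out it was from 49 to 379 genes: 49 without Ribo-Zero library 8, 68 without Ribo-Zero library 5, 167 without RNase H library 8 and 379, among them all 103, without RNase H library 2. The median log2 fold change of all genes was -0.41 in the main setting, 0.01 with DESeq2 and 0.07 with edgeR.

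ERBB2 changed sign at values near 0: -0.10 with DESeq2, -0.16 with at least 1 count in any library, -0.058 with edgeR on recovered reads, -0.13 after drawing down, and from -0.13 to 0.16 with 1 library left out (9 of 16 below 0). RN7SK was 0.11 with the deposited values. Of the other results for named genes, 12 lost and 3 gained an adjusted p under 0.05 across the other settings, and 4 lost and 1 gained it with 1 library left out. Mitochondrially encoded genes changed direction under fry (adjusted p = 0.864). Small structural RNAs passed the threshold under fry (adjusted p = 0.00383), with DESeq2's size factors (0.0406) and with a pseudocount of 5 (0.0301).

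The library numbers are shared by the methods. The deviations of same-numbered libraries from the method means correlated by 0.020 to 0.471, over 0.1 in 7 of 8 numbers but not in all. In every number this was above the mean with the other numbers (-0.076 to -0.0024), as shared samples would give. Each sample was treated with both methods, but neither the labels nor the paper's text says that a number marks a sample. The main tests therefore did not pair the libraries, and whether the numbers pair them stays open. With the replicate block (sign-flip exact tests, smallest possible p 0.00781), the rRNA share of -0.00302 had p = 0.00781, the detection differences of -2047, -2313 and 659 had adjusted p = 0.125, the 442 features holding 50% of reads had p = 0.0234, and limma with the block gave 665 genes (214 and 451). No other direction changed.

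A denominator without enhancer features and repeats summed per tumor were planned and not run, since the table has 0 features without an Ensembl gene identifier and the columns carry no tumor. Depth limits the Ribo-Zero libraries most: a threshold of 5 CPM is under 1 read in the smallest, of 181218 reads, where RNAs over 0, 2 and 5 CPM are the same.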

Differences from the paper's values

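In Fig. 4(a), read by eye, the median number of protein-coding RNAs over 0 with Ribo-Zero is about 22000, the paper's value, against 14219.5 here. The alternatives set before the data were examined gave 14219.5 with raw counts, with counts scaled to the mean total and with CPM of each RNA type's total, and 12389.5 after drawing down, so none closed the gap. Counting features of every RNA type with raw counts at or above the threshold, a setting chosen after seeing the values, gave 22226.5. With RNase H it gave 15047.5, where the figure shows about 15000. Over 2 it gave 18299.5 with Ribo-Zero and 13974.5 with RNase H, where the figure shows about 18000 and 14000.

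The paper's average of 16.1 M reads per sample with Ribo-Zero stands against 0.638 M counted reads here, and its 21.4 M with RNase H against 2.78 M. Without mitochondrially encoded genes, the 1 alternative with a total of its own, these were 0.593 and 2.67 M, so the gap stayed. The paper's values count sequenced reads and those here count reads on features, so they are not on one scale.

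The paper's percentage of reads on coding regions with Ribo-Zero is 34.7%, against 72.2% here. It was 74.6% without mitochondrially encoded genes, and 81.5% without rRNA-like features, a setting chosen after seeing the values, so neither closed the gap. The paper's percentage is of sequenced reads and that here is of reads counted on features.

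The paper states that RNase H detects more RNAs at the higher thresholds. Here protein-coding RNAs over 5 and 10 CPM numbered 10390.6 and 9642 with RNase H and 11719.8 and 10083.8 with Ribo-Zero. The settings that gave more protein-coding RNAs with RNase H were raw counts (by 761 and 2440) and drawing down (by 208 and 360), and, chosen after seeing the values, raw counts at or above the threshold (by 284 and 2169.9) and, over 10 only, the deposited values (by 450.4). After drawing down, 1 count is worth 5.52 CPM, so those thresholds are higher than 5 and 10 CPM. Features of every RNA type with raw counts at or above the threshold, chosen after seeing the values, gave the paper's direction. Their medians were 13391 with RNase H and 13369 with Ribo-Zero over 5, and 13123 and 10163 over 10. In Fig. 4(a), read by eye, the medians are about 14000 and 13000 over 5, and 13000 and 11000 over 10. The paper labels these as protein-coding RNA. In CPM, the medians over every RNA type were 12920 with RNase H and 14851 with Ribo-Zero over 5, and 11937 and 11443.5 over 10. Neither difference in mean exceeded the spread (exact permutation tests, p = 0.653 and 0.558). Counting every RNA type in CPM thus gave the paper's direction over 10 but not over 5, so it does not by itself account for the difference. Whether the figure shows raw counts of every RNA type stays open. For lncRNA the direction over 10 CPM was the paper's. Over 5 CPM the mean was higher with RNase H by 242 (exact permutation test, p = 0.711), but the median was lower, 1548 against 1711.5 with Ribo-Zero, and 3 of 8 RNase H libraries were above the Ribo-Zero median. The mean of lncRNAs was lower with RNase H with counts scaled to the mean total (-359.8 over 5). With CPM of each RNA type's total it was also lower (-1464 over 5 and -1602 over 10). There every lncRNA with a read in a Ribo-Zero library passes both thresholds. Chosen after seeing the values, the deposited values (-16 over 5) and leaving out RNase H library 2 (-142 over 5) also gave a lower mean. With the deposited values the median over 5 was higher with RNase H, 1554 against 1129.5 with Ribo-Zero.

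The paper states that libraries clustered first by repeated sample and then by method. Here the 8 Ribo-Zero libraries formed 1 cluster before joining any RNase H library, and so they did with complete linkage. With Pearson's correlation and with protein-coding genes only, the largest cluster of Ribo-Zero libraries alone held 6. There RNase H library 8 joined Ribo-Zero libraries 4 and 8 before these joined any other Ribo-Zero library. In the main setting RNase H libraries 1, 3 and 5 were each most similar to a Ribo-Zero library. With Pearson's correlation every RNase H library was. Every Ribo-Zero library was most similar to another Ribo-Zero library in both. Whether the libraries that joined share a sample is not labelled.

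The paper states that coverage is more spread out with Ribo-Zero. Here the 100 most-counted features held 29.0% of reads with Ribo-Zero and 21.9% with RNase H. With protein-coding genes only they held 12.5% and 14.7%, the paper's direction, but within the spread (exact permutation test, p = 0.235). This is a spread over features, not over genome positions.

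The paper states that the GC content of reads is higher with Ribo-Zero. Here the GC content of the counted features, weighted by counts, was 48.8% with Ribo-Zero and 50.3% with RNase H. This is the GC content of annotated transcripts, not of reads.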

Other observations

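Of the tests in this part, those on how the table was scaled, on depth, on the most-counted features of all RNA types, on low counts for the GC trend and on other groupings of the libraries were chosen after the results had been seen. The others were written down before their values were computed.

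The deposited values are described as normalized to the total of each sample, but their sums lay between 143253 and 4048864. Division by the total of the column to the left in the table is a candidate explanation, as the factor was that total in 15 of 16 columns. Division by the library's own total is argued against, since the ratio of the factor to the own total was between 0.247 and 6.98. A comparison of libraries that takes the deposited values as normalized would therefore carry these ratios.

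The mean of counted reads was 3.96% of the paper's mean of reads per sample with Ribo-Zero and 13.0% with RNase H. Where the other reads went is not analysed here.

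RNase H libraries detected fewer features over 0 in spite of 4.36 times the counted reads, 16496.5 ± 4600.1 against 21441.4 ± 3030.3 (SD, n = 8, two-sided exact permutation test, p = 0.0269, adjusted p = 0.0807 over 12 tests). A difference in depth is argued against, since RNase H had the higher depth and, after drawing down to one total, the difference was -2890 features (exact permutation test, p = 0.0976). A few features taking most of the reads is argued against over all features, as the share of the 100 most-counted features differed by -7.09 percentage points, RNase H minus Ribo-Zero. Among protein-coding genes only, that share differed by 2.16 percentage points the other way (exact permutation test, p = 0.235). When the 100 most-counted protein-coding genes of each library were left out and the other protein-coding reads drawn down to one total, RNase H still detected fewer, by a difference of -1853 genes (exact permutation test, p = 0.0194), so these genes are argued against as the whole cause there. GC content as the whole cause is argued against by the 5869 protein-coding genes of 45 to 55% GC, of which RNase H detected fewer after drawing down, by a difference of -535 (exact permutation test, p = 0.0319). Fewer distinct RNA molecules entering the RNase H libraries, followed by amplification, is a candidate explanation that stays open. Protein-coding genes with 10 to 20 CPM in the other libraries of a method were at 0 in 36.7% ± 13.6 of cases with RNase H and 6.47% ± 5.65 with Ribo-Zero (SD, n = 8, exact permutation test, p = 0.000311). Larger differences between RNase H libraries in which RNAs they hold, from any other source, would give the same values, so both readings stay open. Each tumor was processed with both methods, and differences between tumors were not tested. Read sequences and duplicates, which would test this directly, were not used here.

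With limma on log2(CPM + 1), 103 of 11352 features differed between the methods at an adjusted p under 0.05, 37 higher and 66 lower with RNase H. Of 100 splits of the 16 libraries into groups of 8, 1, the real one, gave as many, and the next highest gave 15. The libraries of the methods did not overlap for 73 features, 0.643% of those tested, where chance gives 0.0155%. Which direction held more features depended on the test, as DESeq2 gave 149 higher and 72 lower, and edgeR on recovered reads 36 and 18. In limma the median log2 fold change of all tested features was -0.41, and single fold changes are best read against it. The largest rises with RNase H were FTH1 (log2 fold change 2.74, standard error 0.46, adjusted p = 0.00261 from limma), MIR3648 (2.69), NLGN2 (2.12), RAB11B (2.03) and C19orf55 (1.99). FTH1 has many near-identical pseudogenes, so its count is uncertain. The largest falls were AC079949.1 (-9.93), AL161626.1 (-9.62), RNU4-2 (-5.84), MT-RNR1 (-5.79) and RNU4-1 (-5.73), all with adjusted p of at most 9.1e-07 from limma. AC079949.1 and AL161626.1 match the rRNA unit, and RNU4-1 and RNU4-2 are near-identical copies of U4 small nuclear RNA, so reads within each pair are uncertain. Among the small structural RNAs, RN7SL1 (-2.48, adjusted p = 7.2e-05) and RN7SL2 (-1.67, adjusted p = 0.00261) were lower with RNase H in limma, while RN7SK (-0.44, adjusted p = 0.524), RPPH1 (-0.59, adjusted p = 0.367) and RMRP (1.14, adjusted p = 0.0630) did not pass. For the receptors ERBB2 (0.013, adjusted p = 0.990) and ESR1 (-1.54, standard error 0.92, adjusted p = 0.383) no difference passed in limma. That does not show that the methods counted them alike, as ESR1 had reads in 8 Ribo-Zero but 5 RNase H libraries. PGR had too few reads to be tested.

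Over 5 families, camera gave small nucleolar RNA lower with RNase H (16 of 17 tested members, median log2 fold change -2.84, adjusted p = 8.9e-12), replication-dependent histone genes lower (15 of 17, -1.37, adjusted p = 0.00514), cytoplasmic ribosomal protein genes lower (67 of 78, -0.67, adjusted p = 0.00514) and mitochondrially encoded genes higher (13 of 16, 0.92, adjusted p = 0.00796). Of these members, 8 small nucleolar RNAs, 0 histone genes and 1 ribosomal protein gene were lower at an adjusted p under 0.05 each in limma, and 1 small nucleolar RNA was higher. Small structural RNAs did not pass (4 of 5 lower, adjusted p = 0.0604). The first 3 kept their direction and threshold under fry and under each scaling and pseudocount run. Under fry the mitochondrially encoded genes had an adjusted p of 0.864 in the other direction, and the 2 mitochondrial rRNA genes were the members with an adjusted p under 0.05, both lower. No explanation of the families was tested.

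The log2 fold change between methods rose with the GC content of the transcript (Spearman's correlation 0.452 across 11147 features, which are not independent replicates). Low counts as the cause are argued against, since the correlation was 0.562 among features with at least 10 counts in every library. Transcript length is argued against as well, since the lowest correlation within any of 4 bins of transcript length was 0.365. Each RNase H library taken alone gave between -0.08 and 0.35, and RNase H library 2 was the one below 0. The count-weighted GC content without rRNA-like and mitochondrially encoded features was 49.2% ± 1.28 with RNase H and 47.5% ± 0.627 with Ribo-Zero (SD, n = 8, two-sided exact permutation test, p = 0.00777). A difference between the methods in which fragments are kept, by GC content, stays open and was not tested further.

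The pairs formed first in clustering were Ribo-Zero libraries 4 and 8, 1 and 5, 3 and 7, and 2 and 6, and RNase H libraries 7 and 8, and 1 and 5. The labels do not say what the numbers stand for.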
